A study of Glycine max with 30 samples. Its data were reported in "Circadian oscillations in chromatin accessibility systematically orchestrate rhythmic gene transcription in soybean" (2026).

How the data were processed

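ATAC-seq libraries were made from first trifoliate leaves of soybean Ws82 plants, grown in short days and then moved to constant light. The study numbered the 6 samplings from the start of constant light one cycle later than the labels do, and the labels' names, ZT0 to ZT20, are used here. The labels gave the time point and the replicate letter (L, M or R) of each of the 18 libraries. Another 12 samples (wild type and mutants of clock genes) carried group labels and were not analysed here.

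The authors trimmed the reads, aligned them with Bowtie2 to the Wm82.a2.v1 assembly with up to 10 alignments kept per read pair, and called peaks with MACS2 in each library after sampling the reads down to a common depth. Keeping several alignments lets reads from repeated sequence pile up at more than 1 place. They also called peaks on the merged reads of the 3 replicates of a time point, kept peaks found in the single replicates as well, and filtered the result. Peaks were called on whole fragments from paired reads, a mode in which MACS2 does not use the shift towards the transposase cut site that its command also named, so heights reflect fragment coverage. The deposited library lists give for each peak its start, end and summit position, the fold over background (a ratio), and −log10 p and −log10 q values, all as the authors' peak caller wrote them. All peaks lay on the 20 chromosomes and had a −log10 q over 1.30. The deposited merged lists give the start and end of each region and no height, and they have no replicates of their own. No column of per-sample values was left unused. No 2 library lists were identical.

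Fold and −log10 values were used only to rank or filter peaks within a list and to recover depth, and were not compared between lists, apart from a first look at fold that is not used for any result and is described in the closing section. MACS2 computes the fold as fragments plus 1 over background plus 1, and p from the Poisson distribution, so both values together fix the fragments at the summit and the local background. For peaks with a −log10 p under 50, the whole number of fragments that best met both values was taken. It met them for 99.855% of these peaks in the library with the lowest share, whereas numbers moved by 0.5 fragments met them for at most 0.413%. The most frequent background value of a library, which MACS2 uses as the genome-wide floor, is given as the background coverage. It rises with both the number and the length of fragments and falls with the genome size given to the caller. Its values are given in fragments per base and were used only to compare libraries with each other.

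Peaks of a library were merged before lengths were summed. Union regions were the joined regions of the 6 merged lists (overlapping or touching). A region was called in a library when a peak overlapped it by 1 bp or more. Likeness of libraries was the base-pair Jaccard index. Library values were compared over the 6 time points by a permutation test of the F statistic (100000 resamples, adjusted p from 0.340 to 0.507 over the 4 measures), and Jaccard differences by one-sided permutation of the time labels (100000 resamples). For each union region called in 3 to 15 libraries, the 24-h cosine amplitude of its calls was compared with all assignments of the same number of calls to the 18 libraries, counted exactly, with Benjamini-Hochberg adjustment and a threshold of 0.05. Shares have Wilson 95% intervals. Counts of regions were set beside 99 random relabellings of the libraries, 100 groupings with the real one. Chromosome lengths for the arm comparison were taken as the farthest peak end of each chromosome. Computation used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and statsmodels 0.14.6, and plots used matplotlib 3.10.9.

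The exact test was tested on simulated data. Calls were drawn for the 35922 union regions from each region's share of calls and each library's rate, with 200 regions made rhythmic. Of the 200, 60.5% had an adjusted p under 0.05 and 100.0% an unadjusted p under 0.05, among 19501 regions tested. Of the unchanged regions 0 had an adjusted p under 0.05 and 3.42% an unadjusted p under 0.05, so the test was conservative for discrete calls.

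The tests, the samples and the alternatives were set before the data were examined. The alternatives were an equal number of peaks per library (the 7668 of highest −log10 q in each list), peaks with a −log10 q of at least 5, the upper 50% of each list, 50% overlap, regions built from the library lists with peaks in 2 or more libraries, other ranges of calls, any difference between time points in place of the cosine, and each library left out. Counts at an unadjusted p, the ZT12 share of all-or-none regions, the arm comparison on unadjusted regions and a test on ranks were added after seeing the data. Regions to be named were to be those of 8 clock genes and the 10 rhythmic regions with the smallest exact p, ties broken by amplitude, then by p with an equal number of peaks, then by p within replicate letters, then by position. The gene table used for names is of another assembly, Glycine_max_v4.0, and 0 of the 8 clock gene identifiers matched it. Genomic categories, motifs and clock gene regions were therefore not analysed here, and regions are named by position, counted from 1.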

Results

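To follow chromatin accessibility round the day, the study applied ATAC-seq (assay for transposase-accessible chromatin, in which a transposase cuts open DNA and the cut fragments are sequenced) to first trifoliate leaves of the wild-type soybean cultivar Ws82. The plants were kept in constant light, so that any daily rhythm came from the plants themselves. Leaves were taken at 6 time points 4 h apart, named ZT0, ZT4, ZT8, ZT12, ZT16 and ZT20 in the labels, with 3 replicate libraries (L, M and R) per time point. The remaining 12 of the 30 samples, wild type and clock mutants at 2 time points, were not analysed here. Each of the 18 libraries had its own list of peaks, and each time point had a merged list of accessible chromatin regions (ACRs).

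The 18 lists held between 7668 and 21804 peaks, a 2.84-fold range. The number of peaks per library was 10166 ± 2848 (SD, n = 3) at ZT0, 14295 ± 2576 (SD, n = 3) at ZT4 and 13675 ± 4816 (SD, n = 3) at ZT8. It was 16272 ± 5496 (SD, n = 3) at ZT12, 15233 ± 4648 (SD, n = 3) at ZT16 and 11637 ± 3179 (SD, n = 3) at ZT20. To ask whether the amount of accessible chromatin called changed with time, the libraries were compared over the 6 time points, and the peak number did not differ by more than the spread between replicates (permutation test of the F statistic, p = 0.491). None of the 15 pairs of time points reached the exact permutation p of 0.1 that 3 against 3 libraries can give at the least. Of the alternatives, leaving out ZT12 replicate L moved this p most, to 0.236. The covered length lay between 2.26 and 6.84 Mb per library (permutation p = 0.507 over time points). The median peak width lay between 223 and 277 bp (permutation p = 0.489). For width, 1 of the 15 pairs reached the smallest exact permutation p of 0.1, ZT4 against ZT12, with a difference of 23 bp.

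The depth of the libraries was read from the lists. The deposited fold and −log10 p of a peak fix the number of fragments at its summit and the background, and a whole number of fragments matched both values for 99.855% of the peaks used in ZT20 replicate R, the library with the lowest share. The background coverage was between 0.39 fragments per base in ZT8 replicate R and 0.784 in ZT12 replicate R. By time point the background was 0.443 ± 0.0464 fragments per base (SD, n = 3) at ZT8 and 0.625 ± 0.147 (SD, n = 3) at ZT12, the lowest and the highest mean, and the 6 time points did not differ beyond the spread between replicates (permutation p = 0.085). Of the 15 pairs of time points, 5 reached the smallest exact permutation p of 0.1 for background: ZT4 against ZT12 and ZT16, and ZT8 against ZT12, ZT16 and ZT20. The median peak had between 7 and 11 fragments at its summit, depending on the library, and the weakest peaks had 4 or 5. Peaks near the threshold therefore rest on few fragments, and a missing peak was a lack of detection at this depth.

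**Figure D1:**
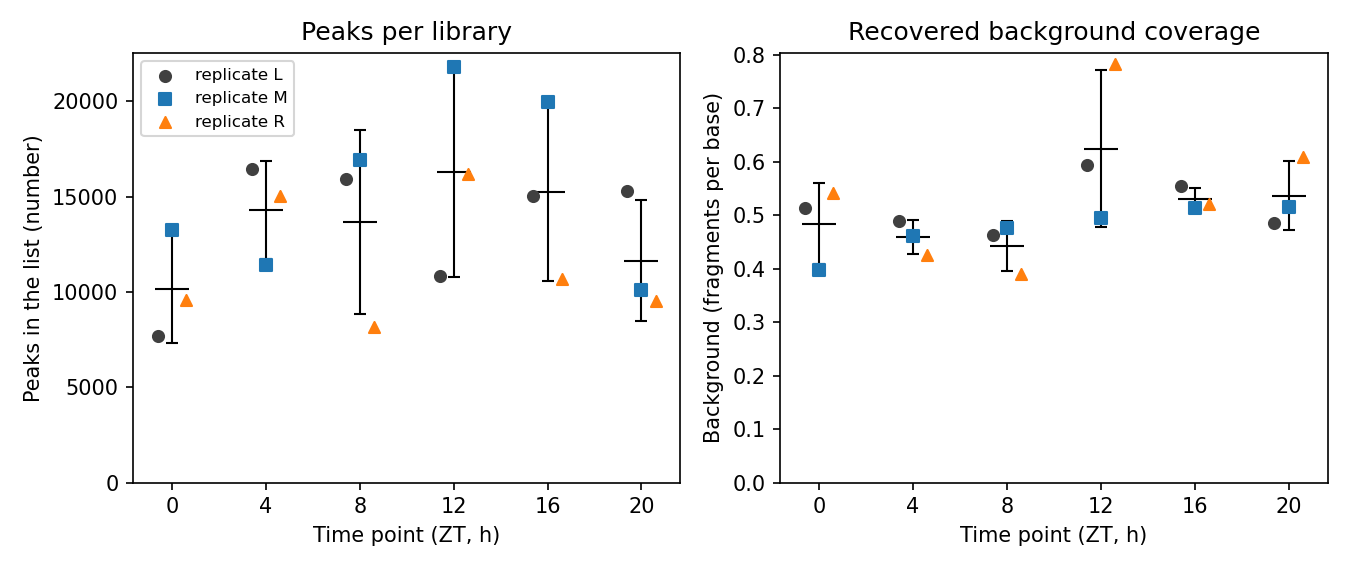
Peaks per library (left, number) and background coverage recovered from the lists (right, fragments per base) at the 6 time points (ZT, h). Symbols are the 3 replicates, horizontal bars the means and vertical bars 1 SD; peak numbers run from 7668 to 21804 and overlap between time points.

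The merged lists held 13675 regions at ZT0, 18794 at ZT4, 18559 at ZT8, 21022 at ZT12, 19647 at ZT16 and 15405 at ZT20. Each merged region was overlapped by 1 bp or more by a peak from at least 1 of the 3 libraries of its time point. Over the 6 lists, 31.5% of the 107102 regions (Wilson 95% interval 31.2 to 31.8%) had a peak in 3 libraries and 26.3% (26.0 to 26.6%) in 2 libraries. The remaining 42.2% (41.9 to 42.5%) had a peak in 1 library. This single-library share ranged from 40.0% at ZT16 to 44.2% at ZT12. It rose to 53.0% when 50% of the merged region had to be covered, and it was 25.1% with an equal number of peaks per library. In that last setting 38.5% of the merged regions had a peak in 0 libraries and 21.9% in 3 libraries. The intervals cover counting error only.

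**Figure D2:**
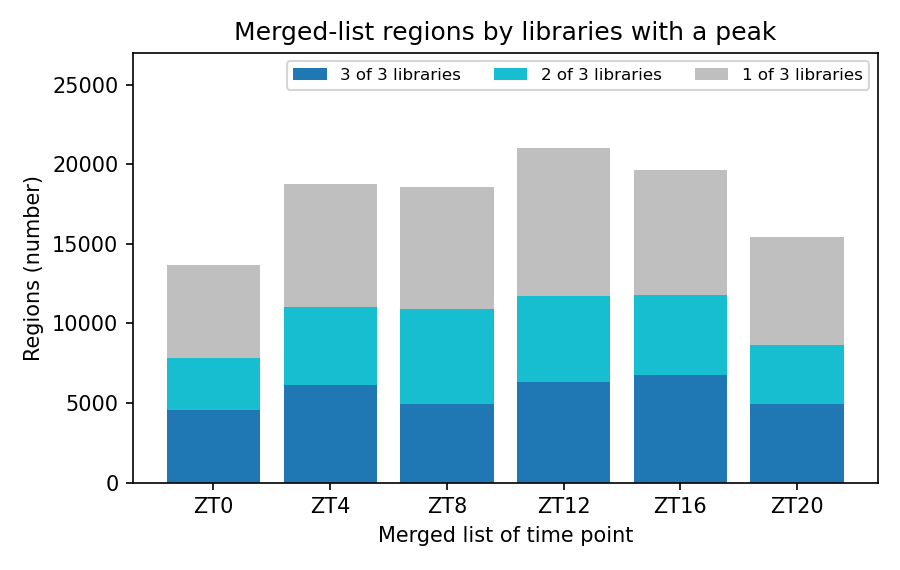
Number of regions (vertical axis) in the merged list of each time point (horizontal axis), split by how many of the 3 libraries had a peak there. The part with 1 library is 40.0 to 44.2% of each bar.

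Joining the 6 merged lists gave 35922 union regions, which covered 15.8 Mb with a median width of 379 bp. Of these, 6538 (18.2%) were in the merged lists of all 6 time points and 13210 (36.8%) were in the list of 1 time point. Among the 13210, 3485 (26.4%) had a peak in a library of another time point. By library lists, 2275 union regions were called in all 18 libraries and 8793 in 1 library.

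To test whether replicates of a time point were more alike than libraries of different time points, the base-pair Jaccard index (shared length over total length) was taken for all 153 library pairs. The mean index was 0.340 ± 0.0429 (SD, 18 pairs) for pairs of the same time point and 0.320 for pairs of different time points, a difference of 0.0208 (permutation test, one-sided, p = 0.00146). With the 7668 peaks of highest −log10 q in each list, which gives every library the same number, the difference was 0.0291 (permutation p = 1e-05, the smallest the resamples can give). Not every time point went this way. The mean index of its own replicates with all peaks was 0.301 at ZT8 and 0.319 at ZT12, and from 0.341 to 0.372 at the other time points. ZT8 was also low with an equal number of peaks, at 0.381 against 0.388 for pairs of different time points. Both low ZT8 means came from the pairs with replicate R. With all peaks, ZT8 replicates L and M had an index of 0.3904, against 0.2568 for L and R and 0.2551 for M and R. With an equal number of peaks these were 0.4601, 0.3401 and 0.3432. The index also followed the order of the time points. It averaged 0.328 at a separation of 4 h, 0.315 at 8 h and 0.314 at 12 h on the 24-h circle. The 4 h minus 12 h difference was 0.0140 (permutation test, one-sided, p = 0.0143), and it was 0.0128 (p = 0.00039) with an equal number of peaks. This permutation also breaks up the replicates of a time point, so its p does not measure the order alone. With time points kept intact, 1 of 60 orders, the real one, gave a difference as large with all peaks. With an equal number of peaks it was 2 of 60, the real one included. With all peaks, the permutation p of the 4 h minus 12 h difference was no longer below 0.05 in 3 of the 18 fits that each left out 1 library. It was 0.0609 without ZT12 replicate M, 0.0645 without ZT20 replicate M and 0.0555 without ZT20 replicate R.

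**Figure D3:**
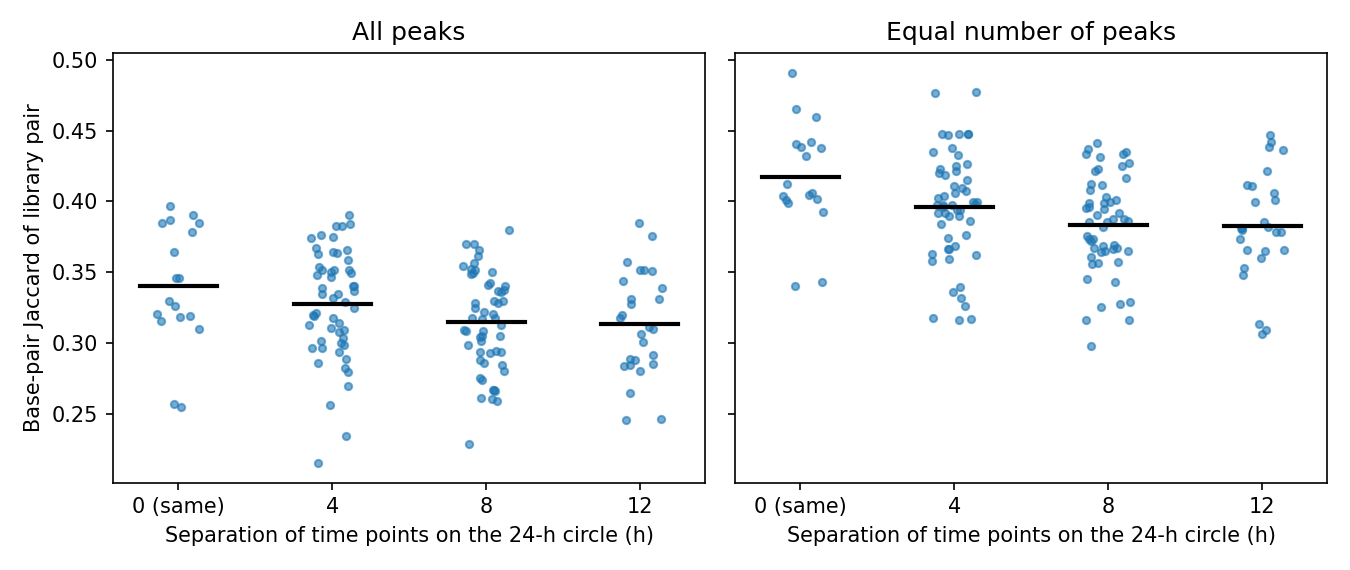
Base-pair Jaccard index (vertical axis) of the 153 library pairs by the separation of their time points on the 24-h circle (horizontal axis, h), with all peaks (left) and with an equal number of peaks per library (right). Points are pairs and bars are means, which fall from 0.340 for the same time point to 0.314 at 12 h with all peaks; the vertical axis does not start at 0.

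To look for single regions with 24-h oscillation, the calls of each union region over the 18 libraries were fitted with a 24-h cosine and compared with all assignments of its calls to the libraries. Calls are yes or no, so a region with a peak throughout whose height changed over the day would be missed. The study judged oscillation on signal, so the counts below do not count against its oscillating regions. Of 17904 regions called in 3 to 15 libraries, 0 had a Benjamini-Hochberg adjusted p under 0.05 in this exact permutation test, and the smallest adjusted p was 0.359. At an unadjusted exact p under 0.05 there were 1449 regions (8.09%), against a median of 502 in 99 random relabellings of the libraries, which ranged from 261 to 1791. With an equal number of peaks per library, 9540 regions were tested, 0 passed the adjusted threshold and 870 (9.12%) had an unadjusted p under 0.05, against a median of 289 and a range from 204 to 437 in the relabellings. Of the regions tested, 343 had an unadjusted p under 0.05 both ways. The fitted maximum of the 1449 regions lay nearest ZT12 for 34.2% and nearest ZT8 for 26.0%, while 26.1% and 23.4% of all tested regions had their maximum there. With an equal number of peaks the maximum lay nearest ZT0 for the largest share, 22.5% of the 870 regions against 19.3% of those tested.

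**Figure D4:**
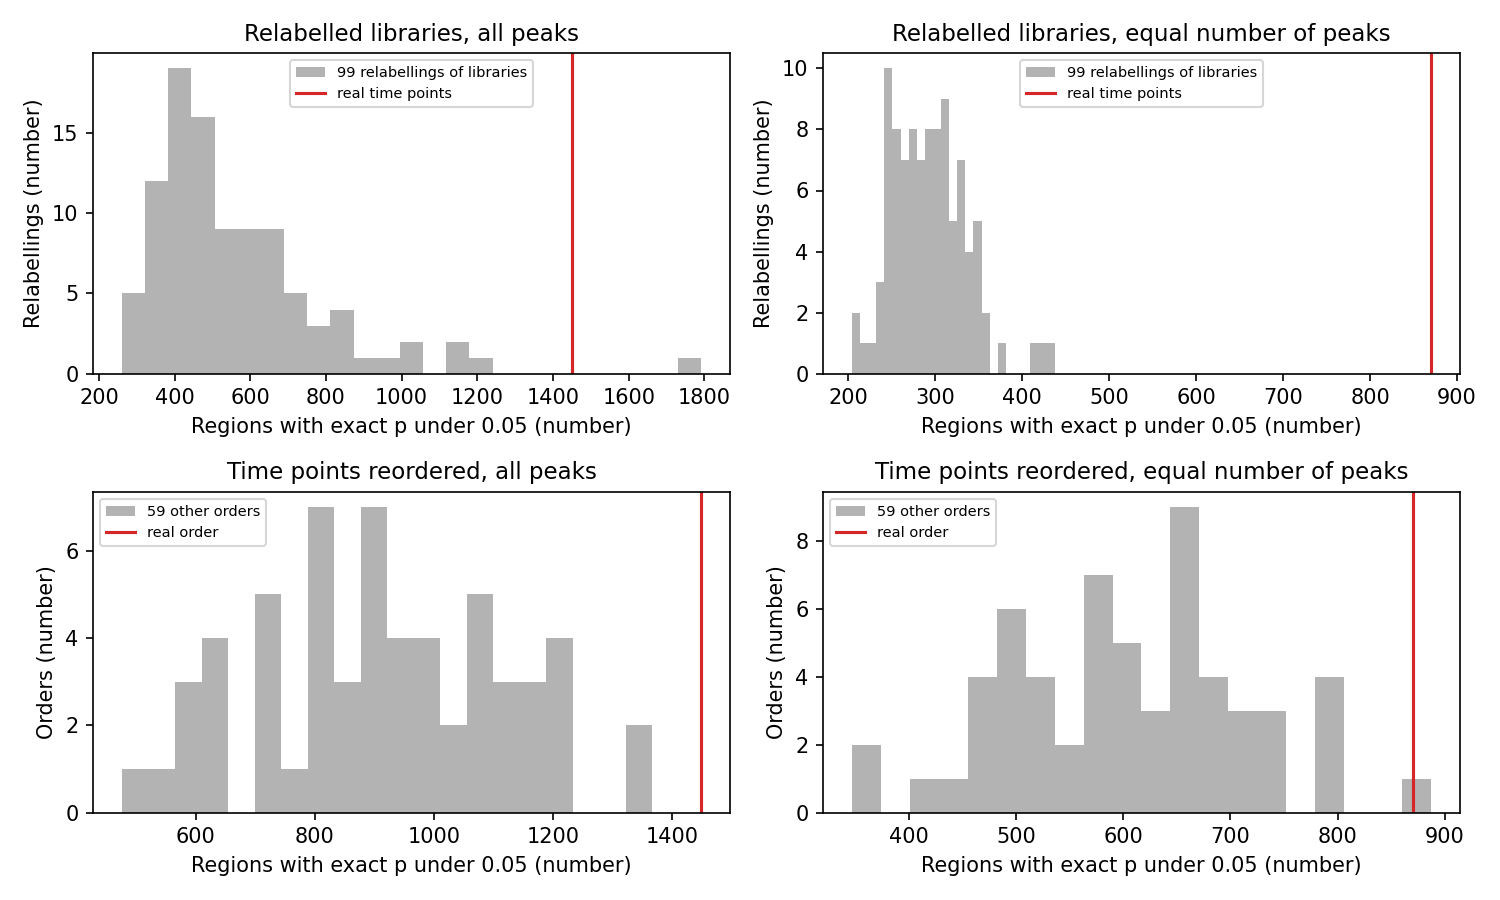
Number of regions with an unadjusted exact p under 0.05 (horizontal axis) for the real time points (red line) and, as histograms of their number (vertical axis), for 99 relabellings of the libraries (top) and for 59 other orders of intact time points (bottom), with all peaks (left) and an equal number of peaks (right). The real count is 1449 with all peaks and 870 with an equal number.

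No region met the rule set for naming, which asked for an adjusted p under 0.05. The 3 regions that came first in its order were chosen after their values were seen, and they are given by position in the Wm82.a2.v1 assembly, without gene annotation. The region on chromosome 10 from 1537621 to 1538447 was called in 3 of 3 libraries at ZT20, ZT0 and ZT4 and in 0 of 3 at ZT8, ZT12 and ZT16 (exact permutation p = 0.000123, adjusted p = 0.359). Its exact p was 0.00247 with an equal number of peaks and 0.2 when only the upper 50% of each list counted. The region on chromosome 12 from 11748862 to 11749523 was called in 3 of 3 libraries at ZT16, ZT20 and ZT0 and in 0 of 3 at the other time points, with the same exact p of 0.000123 and adjusted p of 0.359. Its exact p was 0.0483 with an equal number of peaks and 0.338 in the upper 50% of each list. The region on chromosome 8 from 15072082 to 15072923 was called in 3 of 3 libraries at ZT16 and ZT20 and in 0 of 3 at the other time points (exact permutation p = 0.000323, adjusted p = 0.359). Its exact p was 0.00735 with an equal number of peaks and 0.14 when 50% of the region had to be covered.

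An all-or-none count needs no fitted curve. In total 3443 union regions were called in 3 of 3 libraries of at least 1 time point and in 0 of 3 of another, against a median of 2314 in the relabellings. With an equal number of peaks the count was 2165 against a median of 1291. Between the antiphase time points ZT0 and ZT12, 643 regions were called in 3 of 3 libraries at ZT12 and 0 of 3 at ZT0, and 120 the other way round, so that 84.3% were on the ZT12 side. With an equal number of peaks per library this direction turned, with 190 regions on the ZT12 side and 225 on the ZT0 side (45.8% at ZT12). A design of 3 against 3 libraries has 10 splits and cannot give an exact p under 0.1 for a region.

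The study placed dynamic accessibility on chromosome arms, from the signal in bins along whole chromosomes. The position of regions was compared here, which is another measure and does not test that statement. Of all union regions, 73.3% lay in the outer 25% of a chromosome at either end, so regions mostly on arms were compared with each other. As no region passed the adjusted threshold, the 1449 regions with an unadjusted p under 0.05 were used. Of these, 75.2% lay in the outer 25% of a chromosome at either end, against 75.8% of the other 16455 tested regions (odds ratio 0.968, Fisher's exact test, two-sided, p = 0.609). Within strata of the number of calls, the odds ratio was 0.955 (permutation p = 0.496). With an equal number of peaks the direction turned (odds ratio 1.04, Fisher's exact p = 0.676), and neither difference was past the threshold.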

Values the study reported

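The study analysed 35,737 ACRs over the 6 time points. It gave SPOT values, a measure of enrichment of ATAC-seq libraries, from 34.0% to 58.6%.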

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

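The test in this part was chosen after the result was seen. Of 2344 regions that had a peak in all 18 library lists, 69 were absent from the merged list of every time point. They were singled out because they carry a signal in the library lists, in data that the comparisons of merged regions do not use, and they are 2.94% of such regions. Absence otherwise fell with the number of libraries that had a peak, from 63.7% of the 26059 regions with a peak in 1 library to 0.148% of those with a peak in 7 libraries. Of the 9016 regions with a peak in 8 to 17 libraries, 0 were absent, so that the regions of all 18 libraries broke this trend. If the authors' filter on the highest signals had removed them, they should rank at the top of their lists. Of the 69 regions, 89.9% were in the upper 1% of at least 10 lists by −log10 q, against 2.51% of the 2275 regions that were kept, and their median rank was the upper 0.272% against 12.3%. This is in line with removal by signal height, and the study describes such a filter. Examples, chosen after their values were seen, were chromosome 17 from 31263899 to 31264470 and chromosome 9 from 38824206 to 38824608. Up to 10 alignments per read pair were kept, so reads shared between repeated sequences stay open as a source of their height, as no genome sequence was used, and no biological explanation was tested.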

How the results depend on the processing

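Peak number, covered length and median width did not differ between time points under any alternative run, with permutation p from 0.229 to 0.698, nor in the fits that each left out 1 library, with p from 0.236 to 0.706 for peak number, 0.280 to 0.697 for covered length and 0.226 to 0.845 for median width. Restricting peaks to the 20 chromosomes removed none and so was no separate alternative. The Jaccard difference within minus between time points kept its sign and its side of 0.05 under 4 alternatives (0.0208 to 0.0291) and in all 18 fits without 1 library (0.0148 to 0.0247). The 4 h minus 12 h difference kept both under the 4 alternatives (0.0128 to 0.0178). It ranged from 0.00903 to 0.0195 across the 18 fits without 1 library, and it passed 0.05 in 15 of them. The exceptions were without ZT12 replicate M, ZT20 replicate M and ZT20 replicate R, and the cause was not tested.

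No adjusted p was under 0.05 in any fit: the count of rhythmic regions was 0 under the 9 alternatives and from 0 to 0 across the 18 fits without 1 library, and the smallest adjusted p was 0.158, for regions called in 6 to 12 libraries. Calls were made at this size in simulated data, but only for near all-or-none rhythms. Weaker or noisier rhythms were not simulated, so the number of libraries stays open as a cause of the 0. The smallest exact p that occurred, 0.000123, would have had to be reached by 45 of the 17904 regions to pass, and 2 regions reached it. The count at an unadjusted p under 0.05, 1449 in the main setting, was 870 with an equal number of peaks, 788 in the upper 50% of each list, 818 for regions called in 6 to 12 libraries and 701 for any difference between time points; the first 3 tested fewer regions by construction, and the cause was not tested for the last. It ranged from 1453 to 2163 across the 18 fits without 1 library, highest without ZT8 replicate R. In each of the 9 alternatives that kept all 18 libraries, 1 or 2 of the 100 groupings gave as many regions.

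The replicate letters were checked as pairs. Deviations from the time-point means correlated between −0.0356 and 0.0365 over the 45 pairs of libraries with the same letter, with 0 over 0.1, so the libraries share only a letter. With the replicate block, 1265 regions had an unadjusted exact permutation p under 0.05 and 761 had one with the replicate block and an equal number of peaks; the peak number gave a permutation p of 0.460, and no call changed.

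The count of regions called in 3 of 3 and 0 of 3 libraries, 3443 with all peaks, was 2190 at 50% overlap, 2165 with an equal number of peaks and 1858 in the upper 50% of each list, each with fewer calls by construction. It ranged from 4014 to 5235 across the 18 fits without 1 library, highest without ZT8 replicate R, because 2 libraries are more easily all or none than 3. The ZT0 against ZT12 count, 763, was 415 with an equal number of peaks and 463 in the upper 50%, and ranged from 763 to 2124 across the fits without 1 library, with 2124 without ZT12 replicate L, 1527 without ZT12 replicate R, 1400 without ZT0 replicate M and 1223 without ZT12 replicate M. The ZT12 share of these regions was 84.3%, reversed to 45.8% with an equal number of peaks, and was 90.3% in the upper 50% of each list. It ranged from 69.4 to 93.5% across the 18 fits without 1 library. The arm odds ratio of 0.968 reversed to 1.04 with an equal number of peaks, both within chance.

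The single-library share of merged regions, 42.2%, was 53.0% at 50% overlap and 25.1% with an equal number of peaks, where 38.5% of the regions were left with 0 libraries. The union held 35589 regions when those up to 150 bp apart were joined, and 28191 regions came from the library lists with peaks in 2 or more libraries. The named regions on chromosomes 10 and 12 no longer had an exact p under 0.05 in the upper 50% of each list, and that on chromosome 8 at 50% overlap; the upper 50% of each list gave no value for chromosome 8, since its number of calls there was outside the range tested. Alternatives for genomic categories, motifs and clock gene regions were not run. Depth limits the weakest calls, which rest on 4 or 5 fragments at the summit, so that a missing call is weak evidence of closed chromatin.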

Other observations

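The tests on the number of peaks in the lists and the first counts of groupings below were chosen after the results they bear on were seen; the tests on the order of time points, on drift, on depth, on the all-or-none count with an equal number of peaks and on the splits of ZT0 and ZT12 were written before.

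No region passed the adjusted threshold. All 100 groupings of the 18 libraries gave at least 0, as any grouping must, so this comparison tests nothing. The count at an unadjusted p under 0.05 was nevertheless high: 2 of the 100 groupings gave as many as 1449 regions, and 1 of 100, the real one, gave as many as 870 with an equal number of peaks. An excess was also there without unequal list sizes: with an equal number of peaks the count was 3.01 times the median of the relabellings, against 2.89 times with all peaks. Only 343 regions were in both counts, so list sizes stay open as a source of the 1449. For regions called in 3 of 3 and 0 of 3 libraries, 4 of the 100 groupings gave as many with all peaks and 1 of 100 with an equal number.

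Libraries of a time point could be alike for reasons that have nothing to do with the hour, such as shared handling, and this alone would raise such counts. It would not put the 6 time points in order. All 60 orders of the intact time points round the circle were therefore compared. With an equal number of peaks, 2 of the 60 orders, the real one included, gave as many as 870 regions (median 604), and 2 of the 60 gave a 4 h minus 12 h Jaccard difference as large as 0.0128. With all peaks it was 1 of 60 for both. This argues against likeness within time points as the whole cause, and leaves a 24-h component of accessibility spread over many regions as a hypothesis. Library properties that change along the circle were not tested as a cause of the order. Mean background was 0.443 to 0.484 fragments per base from ZT0 to ZT8 and 0.530 to 0.625 from ZT12 to ZT20. The 6 time points did not differ in it beyond the spread between replicates (permutation test of the F statistic, p = 0.085). The order was not clean in every pair of time points: by mean Jaccard with an equal number of peaks, ZT12 and ZT16 were the most alike of the 15 pairs, ZT16 and ZT20 ranked 2 and ZT4 and ZT16, which are 12 h apart, ranked 3. The other pairs with ZT16 ranked 4 (ZT0) and 7 (ZT8), whereas the neighbours ZT0 and ZT4 ranked 12 and ZT8 and ZT12 ranked 10. A drift with the order of sampling was tested on ZT20 and ZT0, neighbours on the circle that lay 20 h apart in sampling. Drift puts this pair among the least alike and a 24-h circle among the most alike, and it ranked 9 of 15 with an equal number of peaks (mean Jaccard 0.385) and 4 of 15 with all peaks (mean Jaccard 0.338). The rank with all peaks goes towards the circle. List size stays open as a source of that rank, since ZT0 and ZT20 had the lowest mean peak numbers (10166 and 11637). The rank with an equal number goes towards neither, so that with an equal number of peaks drift and a rhythm cannot be told apart.

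The excess of ZT12 over ZT0 among all-or-none regions may reflect list sizes: the ZT12 share fell from 84.3% to 45.8% with an equal number of peaks. Of the 10 splits of the 6 libraries, 1, the real one, gave as many as 763 such regions, and with 10 splits chance and time point cannot be told apart. A reader of the merged lists would find 21022 regions at ZT12 and 13675 at ZT0.

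The 2.84-fold range of peak numbers did not follow background coverage, the measure of depth read from the lists. Background also rises with fragment length, so depth itself is not excluded as a source of the range. Over the 18 libraries, background coverage and peak number had Spearman's rho −0.0918 (permutation p = 0.718) and Pearson's r 0.0317 (permutation p = 0.903), and r was −0.349 (permutation p = 0.186) without ZT8 replicate R and ZT12 replicate R, the 2 libraries farthest from the median background. Within time points, r of the deviations was −0.216. The longest list, ZT12 replicate M with 21804 peaks, had a background of 0.495 fragments per base, while ZT12 replicate L had 10813 peaks at 0.595. In the same family of 2 relations, background and the share of peaks outside the union had Pearson's r 0.471 (permutation p = 0.0583, adjusted p = 0.117) and Spearman's rho −0.0898, and r fell to −0.133 without the same 2 libraries, so that the relation rests on them. Within time points, r of the deviations of these 2 measures was 0.413 with those 2 libraries included. ZT12 replicate R, the library with the highest background, had 19.8% of its peaks outside the union. The study describes sampling reads to a common depth, and the recovered background still ranged 2.01-fold; whether fragment length accounts for this was not tested. The share of fragments in open chromatin was not computed per library here; the study gives a range for a related measure, quoted above. A first look across lists set the peak number beside the fold at the strongest peaks of each library. That look was not tabulated and is not used here, because fold is the authors' value within each list, so enrichment stays open as a source of the spread.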
